# DNA methylation reprogramming during seed development and its functional relevance in seed size/weight determination in chickpea

**DOI:** 10.1038/s42003-020-1059-1

**Published:** 2020-07-03

**Authors:** Mohan Singh Rajkumar, Khushboo Gupta, Niraj Kumar Khemka, Rohini Garg, Mukesh Jain

**Keywords:** Plant molecular biology, Plant development

## Abstract

Seed development is orchestrated via complex gene regulatory networks and pathways. Epigenetic factors may also govern seed development and seed size/weight. Here, we analyzed DNA methylation in a large-seeded chickpea cultivar (JGK 3) during seed development stages. Progressive gain of CHH context DNA methylation in transposable elements (TEs) and higher frequency of small RNAs in hypermethylated TEs during seed development suggested a role of the RNA-dependent DNA methylation pathway. Frequency of intragenic TEs was higher in CHH context differentially methylated region (DMR) associated differentially expressed genes (DEGs). CG context hyper/hypomethylation within the gene body was observed for most of DMR-associated DEGs in JGK 3 as compared to small-seeded chickpea cultivar (Himchana 1). We identified candidate genes involved in seed size/weight determination exhibiting CG context hypermethylation within the gene body and higher expression in JGK 3. This study provides insights into the role of DNA methylation in seed development and seed size/weight determination in chickpea.

## Abstract (web summary)

Rajkumar et al. report progressive gain of CHH context DNA methylation in transposable elements during seed development in chickpea, of which hypermethylation is associated with small RNAs. The candidate genes that determine seed size/weight in chickpea show CG context hypermethylation in the gene body and higher expression in large-seeded cultivar.

## Introduction

Seeds provide bulk of human and animal nutrition and is important for continuation of next generation. Seed size/weight is one of the most desirable traits to fulfill ever-increasing demand of food supply. To understand the mechanisms involved in seed development, gene regulatory networks and their associated pathways have been identified in a few model/crop plants^1–3^. A crucial role of transcription factors and hormonal signaling in seed development and seed size/weight determination have been revealed^4–7^.

Epigenetic modifications control reorganization of chromatin architecture to determine euchromatic or heterochromatic regions driven by internal and/or environmental cues in Arabidopsis^8,9^. DNA methylation and histone modifications are the most frequently found epigenetic marks^10,11^. In plants, DNA methylation occurs in three different sequence contexts; symmetric CG and CHG, and asymmetric CHH contexts, where H refers any nucleotide except guanine. DNA methylation in CG context is mediated by DNA Methyltransferase 1 (MET1) in the newly formed DNA strand after each round of DNA replication^12,13^. Chromomethylase 3 (CMT3) marks DNA methylation in CHG context^14,15^ and DNA methylation in CHH context is established via small RNAs by recruiting Domains rearranged methyltransferase 2 (DRM2)^16,17^. Another enzyme, Chromomethylase 2 (CMT2) catalyzes DNA methylation in CHH context in highly condensed heterochromatic regions^18,19^. DNA methylation causes silencing of transposable elements (TEs), chromatin reorganization and regulation of imprinted and/or other protein-coding genes^17,20^. The epigenetic marks are dynamic and their massive reprogramming has been observed during gametogenesis and early embryo development^17,21–24^. The primary purpose of reprogramming is to protect the genome in gametes and embryo via small RNA-guided repression of TEs^17,21–24^. Genome protection via methylation of TEs throughout seed development in Arabidopsis and soybean has also been reported^25–27^.

Epigenetic regulation of protein-coding genes and processes involved in seed development and seed size/weight determination is largely unknown. Global loss of methylation in CG context due to knockout of *MET1* resulted in improper embryo development, reduced/loss of seed viability in Arabidopsis^28^ and severe necrotic lesions in rice^29^. Interestingly, loss of methylation in CHG and CHH contexts was not found to affect seed development and seed viability in Arabidopsis and no significant role of DNA methylation in regulation of important genes and processes involved in seed development was suggested^26^. Another study showed that most of important genes involved in seed development were located in constitutively unmethylated regions and did not show differential methylation^30^. Despite no significant correlation between differential methylation and differential gene expression during seed development at global level, a body of evidences have demonstrated regulation of imprinted genes in allele-specific manner especially in endosperm^31–33^ and determination of seed size/weight in next generations via genomic imprinting^32^.

In this study, we sought to understand epigenetic regulation of seed development and seed size/weight determination in chickpea. We analyzed DNA methylation at single base resolution in different sequence contexts at various stages of seed development in a large-seeded (JGK 3) chickpea cultivar. The differentially methylated regions (DMRs) during seed development were identified and their influence on differential gene expression was interrogated. We analyzed small RNA sequencing data to reveal the role of RNA-dependent DNA methylation (RdDM) pathway in TE methylation. The impact of methylation status of TEs on expression of the associated/proximal protein-coding genes was investigated. The possible role of intragenic TEs in controlling differential methylation and differential expression was revealed. In addition, we compared the DNA methylomes of JGK 3 with a small-seeded cultivar (Himchana 1) at late-embryogenesis and mid-maturation stages of seed development. Putative differentially methylated candidate genes that might determine seed size/weight were identified. Together, this study provides insights into role of DNA methylation during seed development and seed size/weight determination in chickpea.

## Results

### DNA methylation profiling during seed development

We performed bisulphite sequencing of the genomic DNA isolated from five successive stages of seed development in a large-seeded cultivar, JGK 3 (100 seed weight of 53.3 ± 1.48 g). We analyzed early-embryogenesis (S1), mid-embryogenesis (S2), late-embryogenesis (S3), mid-maturation (S5), and late-maturation (S7) stages (Fig. 1a), representing important developmental events that occur during seed development as described earlier^3^. About 112–132 million high-quality read pairs were generated for each sample (Supplementary Table 1). About 54–69 million read pairs mapped uniquely that covered 87–89% of the chickpea genome. To verify the efficiency of bisulphite conversion, high-quality reads for each sample were mapped on the chickpea chloroplast genome too. At the most, only 0.006% read pairs mapped to the chloroplast genome (Supplementary Table 1), which confirmed high efficiency of bisulphite conversion. Methylcytosines were identified in CG, CHG and CHH contexts at all the stages of seed development analyzed. A large fraction of cytosines in CG (49.3–58.7%) and CHG (38.3–42.8%) contexts were methylated, but a smaller fraction of cytosines in CHH context (3.9–13.4%) were methylated (Fig. 1b; Supplementary Dataset 1a). The average methylation level of methylcytosines was also much higher in CG (92.2–93.4%) and CHG (83.5–88.8%) contexts as compared to CHH context (34.6–49.8%) (Fig. 1c; Supplementary Fig. 1), which is in agreement with previous studies^25–27^. No significant methylation level variations were observed between forward and reverse strands in the chickpea genome (Supplementary Fig. 2), as reported in other plants too^34,35^.

**Fig. 1:**
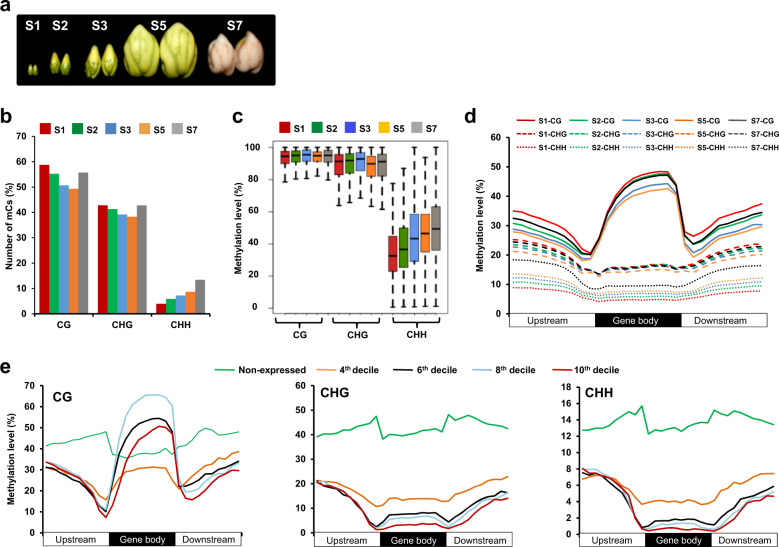
Whole genome DNA methylation profiling and influence of DNA methylation on gene expression during seed development. **a** Different stages of seed development, including early-embryogenesis (S1), mid-embryogenesis (S2), late-embryogenesis (S3), mid-maturation (S5), and late-maturation (S7) in JGK 3 cultivar^3^ used for bisulphite sequencing are shown. **b** Percentage of methylcytosines (mCs) in different sequence contexts (CG, CHG, and CHH) at different stages of seed development is shown in bar graph. **c** Methylation level at individual mC in different sequence contexts at different stages of seed development is shown via boxplot. **d** Methylation level within gene body and 2 kb flanking (upstream and downstream) regions in different sequence contexts for all the protein-coding genes at different stages of seed development is shown. **e** Methylation level within gene body and 2 kb flanking regions in different sequence contexts for the gene sets that are expressed at different levels, including non-expressed (2nd decile), low (4th decile), moderate (6th decile), high (8th decile), and highest (10th decile), at S1 stage is shown. The data for other stages of seed development are given in Supplementary Fig. 3. Each region was divided into 10 bins of equal size and normalized methylation level for the respective set of genes in each bin is shown in the line graphs in **d** and **e**.

To examine methylation status of all the annotated protein-coding genes at different stages of seed development, we analyzed methylation level within their gene body and flanking regions in all the three sequence contexts (Fig. 1d; Supplementary Dataset 1b). Substantially higher methylation level in CG context was detected within gene body at all the stages of seed development. The CG context methylation level was found to be reduced within gene body and flanking regions from S1 to S5 stages. Likewise, decreased methylation level was observed in CHG context in the flanking regions from S1 to S5 stages, but no remarkable difference was observed within gene body region. Interestingly, progressive gain of DNA methylation in CHH context was observed during seed development (Fig. 1d). The gain of methylation was highest at the S7 stage especially in the flanking regions. Notably, irrespective of DNA methylation in different sequence contexts and stages of seed development, methylation level at gene ends was less, which may be to avoid methylation at/around transcription start site and transcription termination site that can repress gene expression.

### Influence of DNA methylation on gene expression

To examine influence of DNA methylation on gene expression, all the protein-coding chickpea genes were categorized into different sets based on their expression levels ranging from non-expressed genes to genes expressed at highest level at all the stages of seed development. Methylation status of all these sets of genes was analyzed. Antagonistic relationship of DNA methylation level in CHG and CHH contexts, and gene expression level was observed at all the stages of seed development analyzed (Fig. 1e; Supplementary Fig. 3; Supplementary Dataset 1c). The non-expressed genes and genes expressed at low levels showed higher DNA methylation level at their ends, suggesting that DNA methylation at gene ends can repress gene expression. Interestingly, genes expressed at moderate and high levels were highly methylated in CG context within their gene body (Fig. 1e; Supplementary Fig. 3). However, CG methylation at gene ends showed antagonistic correlation with gene expression levels. The average methylation level in different sequence contexts and genic regions was found to be within the interquartile range (Supplementary Fig. 4), suggesting that the observed methylation patterns were not due to a large change in methylation for a small number of genes or vice-versa. Increasing evidences suggest that DNA methylation in CG context within gene body is correlated with higher gene expression levels^36,37^.

### Impact of DNA methylation dynamics on gene expression

To understand methylation dynamics during seed development, we identified DMRs between successive stages of seed development. A total of 8018–9809 DMRs in all the sequence contexts associated with 3029–3888 genes were identified between successive stages of seed development (S1/S2, S2/S3, S3/S5, and S5/S7) (Fig. 2a, b; Supplementary Dataset 2). These genes were referred as DMR-associated (hypermethylated/hypomethylated) genes hereafter. Most of differential methylation was represented by hypermethylation in CHH context during all the successive stage transitions (Fig. 2a, b). About 97% and 90% of the total DMR-associated genes in S1/S2 and S2/S3 comparisons, respectively, were hypermethylated in CHH context. However, several genes showed progressive hyper/hypomethylation in CG and CHG contexts too at the later stages of seed development. In S3/S5 comparison, the number of hypomethylated genes (81.7%) was much higher than the number of hypermethylated genes (18.3%) in CHG context. Likewise, the number of hypomethylated genes (57.9%) was marginally higher than hypermethylated genes (42.1%) in CG context in S5/S7 comparison, suggesting differential regulation of DNA methylation in CG and CHG contexts at S3/S5 and S5/S7 stage transitions during seed development (Fig. 2a, b). The methylation level differences were also much higher in CG and CHG contexts during S3/S5 and S5/S7 transitions as compared to previous stage transitions (Supplementary Fig. 5). Gene ontology (GO) analysis of hyper and/or hypomethylated genes during successive stages of seed development revealed enrichment of biological process terms, including seed development, cell cycle/cell division, cell growth, differentiation, grain filling processes, epigenetic regulation and abiotic stress response (Fig. 2c).

**Fig. 2:**
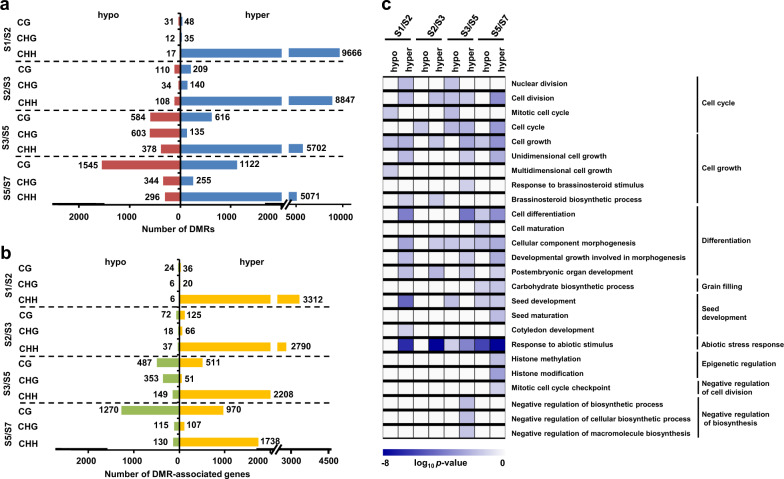
Differential methylation during seed development. **a**, **b** Number of differentially (hypo and hyper) methylated regions (DMRs) (**a**) and number of DMR-associated genes (**b**) in CG, CHG, and CHH contexts between successive stages of seed development are shown in bar graphs. **c** Gene ontology (GO) analysis of DMR-associated genes during seed development. Enriched GO (biological process) terms in hypo and hypermethylated sets of genes during successive stages of seed development are shown via heatmap. Scale represents log_10_ *p-*value of enriched GO terms. The associated biological processes are given on the right side.

To examine the influence of differential methylation on differential gene expression, we analyzed expression profiles of DMR-associated genes between successive stages of seed development using RNA-seq data^3^. A total of 382, 311, 872, and 1284 DMR-associated genes exhibited differential expression during S1/S2, S2/S3, S3/S5, and S5/S7 stage transitions, respectively (Fig. 3a). We determined fraction of genes showing differential (hypo/hyper) methylation in different sequence contexts located in different genic regions and their direction of differential (up/down) expression during successive stages of seed development. In general, no consistent relationship between differential methylation in different sequence contexts and/or genic/flanking regions, and direction of differential gene expression was observed (Fig. 3b, c; Supplementary Dataset 3). However, differential methylation in specific sequence context(s) was found related with direction of differential gene expression during specific stage transitions. For example, higher (69.2%) fraction of genes with CG context hypermethylation in their gene body during S2/S3 transition showed higher expression at S3 stage (Fig. 3b). Similarly, hypomethylation in CG (76.9%) and CHG (80%) contexts in upstream region during S3/S5 transition was found correlated with higher gene expression at S5 stage (Fig. 3b). However, the number of genes showing such relationships represented only a minor fraction of the total DMR-associated differentially expressed genes (DEGs). Although majority of DEGs were found associated with CHH context differential methylation in different regions at all the stage transitions, no obvious trend of correlation between the direction of differential methylation and differential gene expression was observed.

**Fig. 3:**
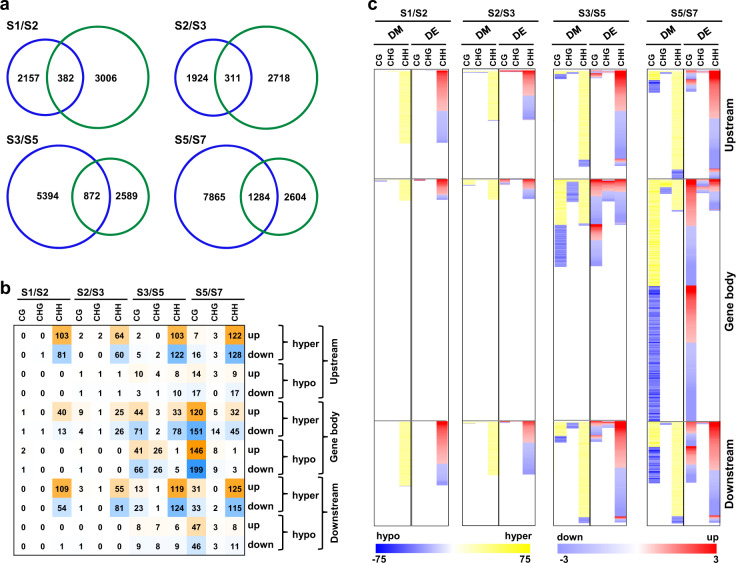
Differential methylation and differential gene expression during seed development. **a** Number of DMR-associated genes (blue circle) and differentially expressed genes (green circle) between successive stages of seed development are given in the Venn diagrams. **b** Number of differentially expressed (up/down) genes that are differentially methylated (hyper/hypo) in different sequence contexts and genic regions between successive stages of seed development are given. Intensity of mustard and blue colors indicate number of DMR-associated upregulated and downregulated genes, respectively. **c** Differential methylation (DM) and differential expression (DE) of the number of genes given in **b** is shown via heatmaps. Scales at the bottom represent percentage methylation level difference (hypo/hyper) and differential expression (up/down) in log_2_ fold-change.

Further, we analyzed influence of differential methylation on differential gene expression for sets of genes involved in important biological processes during seed development. We selected four sets of genes, including those involved in cell cycle, differentiation, grain filling and desiccation processes, based on their associated GO terms (Supplementary Fig. 6). Highest fraction (33.5–56.4%) of DMR-associated genes during S5/S7 transition belonging to these biological processes represented DMR-DEGs (Supplementary Fig. 6a; Supplementary Dataset 4). An inverse relation between the direction of differential methylation and differential gene expression was observed in some instances among these sets. For example, most of CHH context hypermethylated genes involved in cell cycle exhibited downregulation during S1/S2 transition (Supplementary Fig. 6b–d). Hypomethylation in CHG context was correlated with higher expression of genes involved in cell cycle and differentiation processes at S5 stage during S3/S5 transition (Supplementary Fig. 6b–d). Interestingly, desiccation response related genes with CG context hypermethylation within gene body primarily showed higher expression at S7 stage as compared to S5 stage. These results suggest influence of DNA methylation dynamics on transcript abundance of important genes relevant to the seed development processes.

### Reprogramming of DNA methylation in TEs

Several evidences have shown that DNA methylation mediated TE silencing is important during seed development^25,26^. We also interrogated the methylation status of TEs in different sequence contexts at different stages of seed development (Fig. 4a; Supplementary Fig. 7; Supplementary Dataset 5a). Methylation level in all the sequence contexts was much higher within TE body regions as compared to their flanking regions (Fig. 4a; Supplementary Fig. 7). However, progressive gain of DNA methylation in TEs was observed throughout seed development in CHH context only (Fig. 4a). Increased methylation level was observed for both class I and class II TEs. Class I TEs representing long terminal repeats (LTRs) exhibited highest methylation level, which is in agreement with a previous report in soybean^38^. However, long interspersed nuclear elements (LINEs), another class I transposons, and DNA transposons (class II), exhibited comparatively lower methylation level (Fig. 4b; Supplementary Dataset 5b). The increase in methylation level was highest during S5/S7 transition as compared to other stage transitions (Fig. 4a, b). All but 0.01% of CHH context DMRs located in class I and class II TEs exhibited hypermethylation during all the seed development stage transitions (Fig. 4c; Supplementary Dataset 5c).

**Fig. 4:**
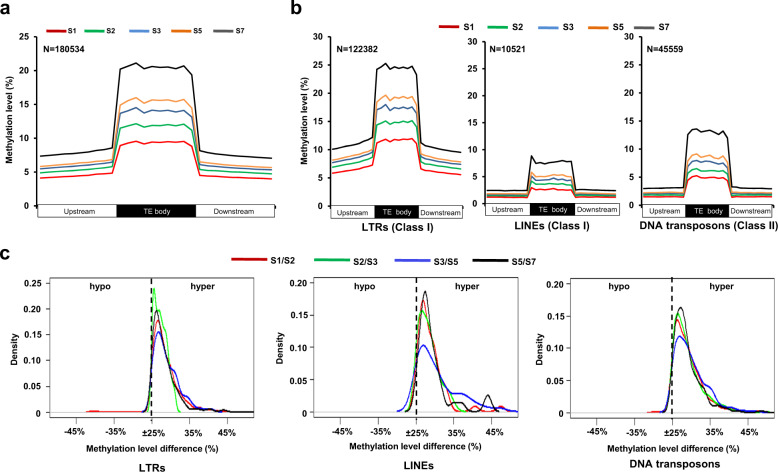
Methylation in transposable elements (TEs) during seed development. **a** Methylation level within TEs and their 2 kb flanking (upstream and downstream) regions in CHH context is shown at different stages of seed development. Methylation level in CG and CHG contexts is shown in Supplementary Fig. 7. **b** Methylation level in CHH context within TE body and their flanking regions for class I (LTRs and LINEs) and class II (DNA transposons) TEs is shown. Each region was divided into 10 bins of equal size and normalized methylation level in each bin is shown in the line graphs in **a** and **b**. **c** Methylation level difference in the CHH context DMRs located in class I and class II TEs between successive stages of seed development is shown via kernel density plots. The DMRs (hypo/hyper) with significant methylation difference (≥25% methylation level difference with ≤0.01 *q*-value) were analyzed.

To examine the plausible role of DNA methyltransferases^39^ and demethylases in TE methylation, we analyzed their gene expression during seed development. Although three genes encoding DNA methyltransferases (CaDRM1, CaDRM2, and CaCMT1) were highly expressed at S5 and/or S7 stages of seed development (Fig. 5a), their expression profiles did not explain progressive gain of TE methylation during seed development (Fig. 5a). Gene expression of most of demethylases was found to be highest at S5 stage (Fig. 5a), which also did not explain progressive gain in CHH context methylation.

**Fig. 5:**
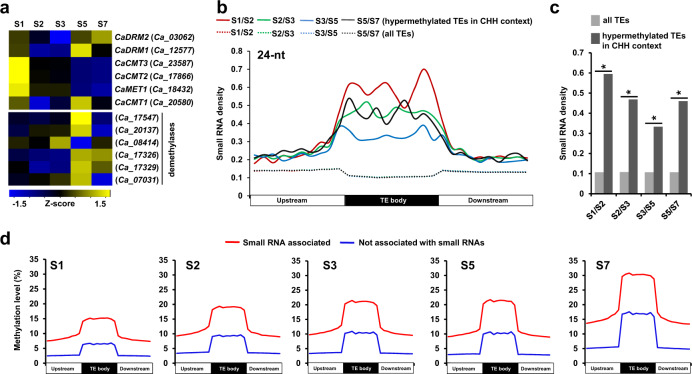
Expression profiles of genes encoding DNA methyltransferases and demethylases, and analysis of small RNAs during seed development. **a** Heatmap showing expression profiles of genes encoding DNA methyltransferases and demethylases during seed development. Scale represents *z*-score based on FPKM values. **b** Density of 24-nucleotide (nt) small RNAs in hypermethylated TEs in CHH context and all TEs between successive stages of seed development are shown. Each region was divided into 10 bins of equal size and normalized small RNA density (per 100 bp) in each bin is shown. **c** Density of 24-nt small RNAs within TE body of hypermethylated TEs in CHH context and all TEs is shown. Asterisks denote *p-*value < 2.2e−16 as determined by Fisher’s exact test. **d** Methylation level in CHH context within TE body and 2 kb flanking regions for the TEs associated with 24-nt small RNAs and not associated with small RNAs at different stages of seed development is shown. Each region was divided into 10 bins of equal size and normalized methylation level in each bin is shown.

Next, we performed small RNA sequencing from the same five stages of seed development and non-redundant sets of 21-nucleotide (nt) and 24-nt small RNAs were selected for further analyses (Supplementary Table 2). The density of 21-nt and 24-nt small RNAs was found to be significantly high in the hypermethylated TEs in CHH context as compared to all TEs during all the stage transitions (Fig. 5b, c; Supplementary Fig. 8a, b; Supplementary Dataset 6a), suggesting that small RNAs can play a role in methylation of TEs possibly via RdDM-dependent pathway during seed development. The density of 24-nt small RNAs was much higher than 21-nt small RNAs during all the stage transitions (Fig. 5b, c; Supplementary Fig. 8a, b). Although methylation level was lower, progressive gain of methylation in CHH context in the set of TEs not associated with small RNAs was also observed throughout seed development (Fig. 5d; Supplementary Fig. 8c; Supplementary Dataset 6b). These results indicate that RdDM-independent pathway may complement RdDM-dependent pathway to some extent in TE methylation during seed development as suggested earlier too^19^.

### TEs regulate differential gene expression

Earlier reports have demonstrated that methylation status of TEs influence expression of proximal genes^40,41^. We interrogated the influence of methylation of TEs in different sequence contexts on expression level of their proximal protein-coding genes and/or genes containing TEs within their body region (intragenic TEs) (Fig. 6a–c). The expression level of genes associated with methylated intragenic TEs in CHG and CHH contexts was much lower than the genes associated with non-methylated intragenic TEs (Fig. 6b, c), which is in contrast to the genes associated with intragenic methylated TEs in CG context (Fig. 6a). In general, expression level of genes associated with methylated TEs in all sequence contexts in their flanking regions were lower than the genes not associated with methylated TEs. These results suggest an important role of TE methylation in influencing expression of proximal and/or overlapping genes.

**Fig. 6:**
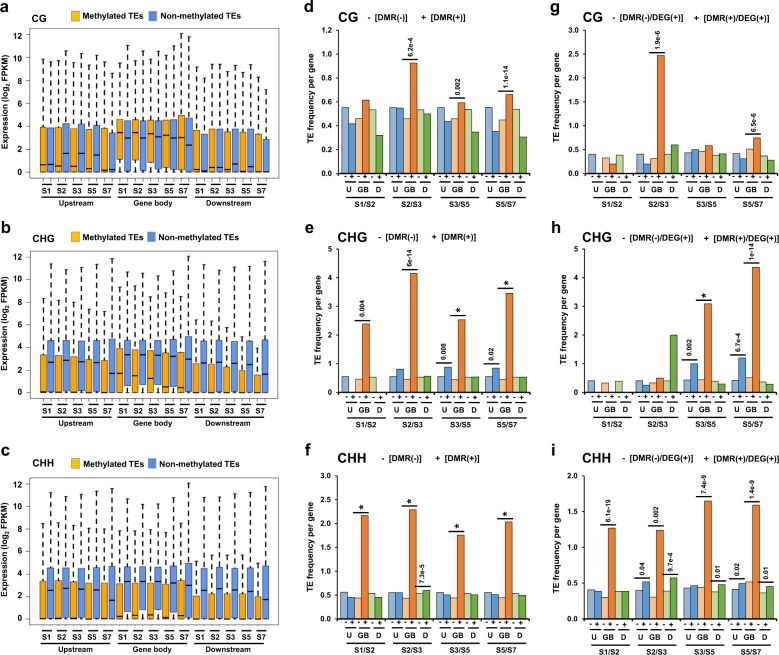
Influence of transposable elements (TEs) on differential gene expression during seed development. **a**–**c** Boxplots showing expression level of genes harboring methylated and non-methylated TEs within body and flanking regions in CG (**a**), CHG (**b**), and CHH (**c**) contexts at different stages of seed development. **d**–**f** Frequency of TEs within gene body and flanking regions of protein-coding genes that are DMR-associated [DMR(+)] and not associated with DMRs [DMR(−)] in CG (**d**), CHG (**e**), and CHH (**f**) contexts is shown in bar graphs. **g**–**i** Frequency of TEs within gene body and flanking regions of differentially expressed genes that are DMR-associated [DMR(+)/DEG(+)] and not associated with DMRs [DMR(−)/DEG(+)] in CG (**g**), CHG (**h**), and CHH (**i**) contexts is shown in bar graphs. Significance of difference (*p*-value) was determined by Wilcoxon signed rank test and is indicated above the horizontal bars. Asterisks denote *p-*value < 2.2e−16. U upstream, GB gene body, D downstream.

Next, we examined frequency of TEs in the sets of genes associated and/or not associated with DMRs in different sequence contexts between successive stages of seed development. Interestingly, DMR-associated genes in all sequence contexts harbored significantly higher frequency of TEs within their gene body as compared to genes not associated with DMRs (Fig. 6d–f; Supplementary Dataset 7). In addition, the frequency of TEs within gene body was significantly higher as compared to the flanking regions in CHG and CHH context DMR-associated genes (Fig. 6d–f; Supplementary Fig. 9a). Furthermore, DMR-associated DEGs harbored significantly higher frequency of intragenic TEs in CHH context as compared to DEGs not associated with DMRs (Fig. 6g–i; Supplementary Dataset 7). The frequency of intragenic TEs was also much higher than the flanking regions in CHH context DMR-associated genes (Fig. 6i; Supplementary Fig. 9b). A few examples of the genes showing differential methylation of intragenic TEs in CHH context and differential gene expression during successive stages of seed development are shown in Supplementary Fig. 10. These observations suggest that differential methylation of intragenic TEs in CHH context contribute to the differential gene expression in large part throughout seed development.

### Differential DNA methylation between small-seeded and large-seeded chickpea

Based on transcriptome analysis, extended period of cell division and higher level of endoreduplication during late-embryogenesis (S3) and mid-maturation (S5) stages of seed development, respectively, have been suggested to determine seed size/weight in chickpea^3^. To examine the role of DNA methylation in determining seed size/weight in chickpea, we sequenced DNA methylomes of these two stages of seed development in a small-seeded cultivar, Himchana 1 (100 seed weight of 13.15 ± 0.15 g) (Fig. 7a). A total of 109–122 million high-quality read pairs were generated for each sample in Himchana 1 (Supplementary Table 3). About 59–69 million read pairs mapped uniquely, which covered 86–87% of the chickpea genome (Supplementary Table 3). Like JGK 3, higher percentage of methylcytosines were detected in CG and CHG contexts in Himchana 1 too (Fig. 7b). The fraction of methylcytosines in CG and CHG contexts was higher at S3 stage as compared to S5 stage. However, fraction of methylcytosines in CHH context was similar at both stages (Fig. 7b). Average methylation levels were much higher in CG (92.47–92.58%) and CHG (84.59–86.91%) contexts as compared to CHH (41.81–46.62%) context (Fig. 7c; Supplementary Fig. 11a). No significant methylation level difference between forward and reverse strands was observed (Supplementary Fig. 11b). 

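Gene expression in Himchana 1 was taken from RNA sequencing of whole seeds at 7 stages (S1 to S7) and of leaves, with 3 biological replicates for each of them (24 samples). Of these, only the S3 and S5 seed stages enter the comparison with DNA methylation. The authors filtered the reads, mapped them to the annotated chickpea genome with TopHat and calculated FPKM (the number of fragments on a transcript scaled for its length and for the mapped fragments of the library) with Cufflinks. The deposited values hold 1 FPKM value per locus and stage for the 3 replicates together. The values of Himchana 1 given here rest on these merged values and have no replicate error or replicate test, and differences between stages describe these libraries only. Each stage listed 35234 loci, of which 26305 carried 1 gene identifier, 1661 joined several identifiers and 7268 carried no gene identifier. The value of a gene was taken as the sum of the loci of its own or, for the 3158 genes without one, of the loci it shared, which gave values for 28269 genes. Numbers of fragments are not part of these values. The ratios of low values between 5 pairs of libraries did not fall on a common step, so the depth is unknown. The FPKM values of all loci summed to 1039405 at S3 and 2109359 at S5, whereas their 75th percentile was 11.7 and 11.3 FPKM, respectively. A single gene, Ca_28211, held 13.0% of the summed FPKM of genes at S3 and 30.5% at S5. A shared locus enters this sum once for each gene that takes its value. The sum of genes (1087884 at S3) is therefore larger than that of all loci, and it is the sum used for the rescaling below. On the log2(FPKM + 1) scale, 2191 genes were at least 2-fold higher and 2534 at least 2-fold lower at S5 than at S3. After rescaling each stage to the same sum (as TPM), 886 genes were higher and 7595 lower, and the median change of the 12212 genes with at least 1 FPKM in every library moved from -0.00 to -0.88, so that changes under this scaling are relative to that shift. Among genes with at least 1 FPKM at both stages, Ca_17267 (2.29 FPKM at S3 and 27921 at S5) and Ca_12999 (2.41 and 10045) rose most, and Ca_11701 (1197 and 1.33) and Ca_18393 (1592 and 6.78) fell most.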

Like JGK 3, methylation in CHG and CHH contexts within gene body and flanking regions were found to be antagonistically correlated with gene expression levels at both the stages of seed development in Himchana 1 too (Supplementary Fig. 12). Methylation in CG context within the flanking regions of genes also showed antagonistic correlation with gene expression. However, methylation in CG context within gene body showed positive correlation with gene expression. The genes expressed at moderate and high levels exhibited higher methylation level in CG context within their gene body (Supplementary Fig. 12).

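For Himchana 1, all genes were ranked by FPKM at each stage and split into 10 sets of equal size, as in the methods of the paper. At S3 stage, 6791 genes were listed at 0 FPKM, and they filled the first and second deciles and part of the third. At S5 stage, 8416 genes were listed at 0. The fourth decile, which the paper terms low expression, had a median of 0.366 FPKM at S3 and 0.246 FPKM at S5. The sixth decile (moderate expression) had a median of 5.31 FPKM at S3, between limits of 3.42 and 7.52 FPKM, and of 4.63 FPKM at S5, between 2.90 and 6.82 FPKM. The eighth decile (high expression) had a median of 17.8 FPKM at S3 and 18.2 FPKM at S5. The tenth decile had a median of 111 FPKM at S3 and 137 FPKM at S5. At least 1 FPKM was reached by 16949 genes at S3 and 16387 genes at S5. When only the genes above 0 FPKM were ranked, the median of the sixth decile was 10.6 FPKM at S3 and 11.9 FPKM at S5, and that of the fourth decile was 3.62 and 4.36 FPKM. Some genes listed at 0 had high values at the stages before and after, 16 genes at S3 and 18 at S5, where high means at least 10 FPKM. The methylation level of these sets was not analysed here.

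**Figure D1:**
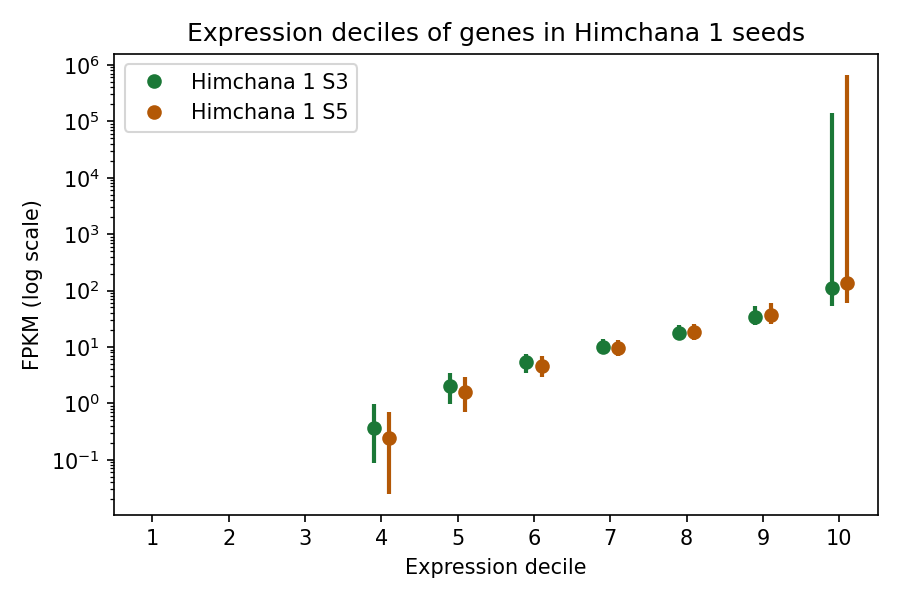
FPKM of the genes in expression deciles 4 to 10 of Himchana 1 seeds at S3 and S5 (log axis). Points are the medians and lines run from the lowest to the highest value of the decile, and the lower deciles are left out because they hold genes listed at 0. The medians of the sixth decile are 5.31 FPKM at S3 and 4.63 FPKM at S5.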

**Fig. 7:**
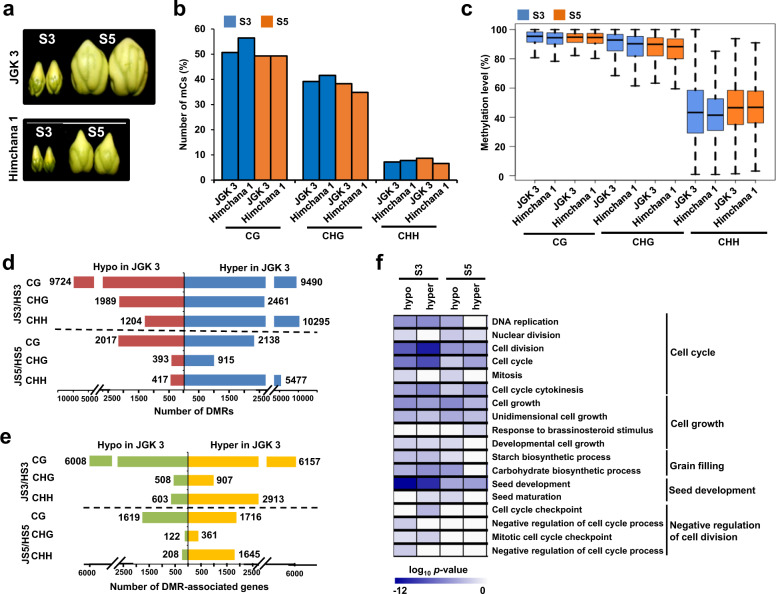
Differential methylation between JGK 3 (large-seeded) and Himchana 1 (small-seeded) chickpea cultivars. **a** Two stages of seed development, late-embryogenesis (S3) and mid-maturation (S5) in JGK 3 and Himchana 1 cultivars^3^ used for comparative DNA methylation analysis. **b** Percentage of methylcytosines (mCs) in different sequence contexts at S3 and S5 stages of seed development in JGK3 and Himchana 1 cultivars is shown in bar graph. **c** Methylation level at individual mC in different sequence contexts at both stages of seed development in the two cultivars is shown via boxplot. **d**, **e** Number of differentially methylated regions (DMRs) (**d**) and number of DMR-associated genes (**e**) identified between JGK 3 and Himchana 1 cultivars at S3 (JS3/HS3) and S5 (JS5/HS5) stages of seed development are given in different sequence contexts via bar graphs. **f** Gene ontology (GO) analysis of DMR-associated genes at S3 and S5 stages between JGK 3 and Himchana 1. GO (biological process) terms enriched in sets of hyper and hypo methylated genes in JGK 3 as compared to Himchana 1 at S3 and S5 stages of seed development is shown via heatmap. Scale represents log_10_ *p-*value of enriched GO terms. The associated biological processes are given on the right side.

Next, we investigated differences in methylation profiles between Himchana 1 (small-seeded) and JGK 3 (large-seeded) cultivars at S3 and S5 stages of seed development. Interestingly, percentage of methylcytosines in Himchana 1 cultivar (56.4% in CG, 41.6% in CHG and 7.8% in CHH contexts) was higher than JGK 3 (50.7% in CG, 39.1% in CHG and 7.2% in CHH contexts) in all the sequence contexts at S3 stage (Fig. 7b). However, percentage of CHG and CHH context methylcytosines was higher in JGK 3 at S5 stage (Fig. 7b; Supplementary Dataset 8). Generally, methylation levels were marginally higher in JGK 3 as compared to Himchana 1 in all the sequence contexts (Fig. 7c).

Further, we identified DMRs in JGK 3 as compared to Himchana 1 (JGK 3/Himchana 1) at S3 and S5 stages of seed development (Fig. 7d). A higher number of DMR-associated genes was detected in CG context at both stages of seed development (Fig. 7e; Supplementary Dataset 9). In total, 9490 hyper and 9724 hypomethylated DMRs representing 6157 hyper and 6008 hypomethylated genes in CG context at S3 stage were detected. Similarly, a total of 2138 hyper and 2017 hypomethylated DMRs representing 1716 hyper and 1619 hypomethylated genes in CG context at S5 stage were detected (Fig. 7d, e; Supplementary Dataset 9). The number of hypermethylated DMRs and DMR-associated genes in CHH and CHG contexts were higher than hypomethylated ones at both stages of seed development (Fig. 7d, e). Methylation level difference analysis also showed a larger fraction of hypermethylated DMRs in CHG and CHH contexts in JGK 3 cultivar (Supplementary Fig. 13). GO analysis of hyper and/or hypomethylated genes in JGK3 showed enrichment of cell cycle, cell growth, grain filling and seed development related biological process terms, suggesting possible role of DNA methylation in determining seed size/weight in chickpea (Fig. 7f).

To understand the role of DNA methyltransferases and demethylases in determining differential methylation between the two cultivars, we analyzed their differential gene expression between the two chickpea cultivars at S3 and S5 stages of seed development. 

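In Himchana 1, *CaMET1* (Ca_18432) had 2.24 FPKM at S3 and 1.18 FPKM at S5, *CaCMT2* (Ca_17866) had 1.82 and 0.482 FPKM, and *CaCMT3* (Ca_23587) had 3.92 and 0.715 FPKM. On the log2(FPKM + 1) scale their changes from S3 to S5 were -0.57, -0.93 and -1.52, respectively. Relative to the overall shift after rescaling each stage to the same sum, they were -0.11, -0.25 and -0.91. *CaCMT3* then no longer reached a 2-fold fall, although the + 1 of the scale keeps genes with low values from taking the full shift. *CaDRM2* (Ca_03062) had 14.5 FPKM at S3 and 21.4 FPKM at S5, a change of 0.53 as deposited, which became -0.40 after rescaling each stage to the same sum, 0.48 above the overall shift of that scaling. *CaDRM1* (Ca_12577) had 9.20 FPKM at S3 and 7.91 FPKM at S5, a change of -0.19 as deposited and of -0.15 relative to the shift. *CaCMT1* (Ca_20580), summed over the 2 loci that carry its identifier, had 17.8 FPKM at S3 and 14.9 FPKM at S5, a change of -0.25 as deposited and of -0.27 relative to the shift. For the cultivar comparison at S3, the paper's reported log2 fold-changes (JGK 3/Himchana 1, Supplementary Dataset 10) are 1.07 for *CaMET1*, 1.66 for *CaCMT2* and 1.43 for *CaCMT3*. The expression values of JGK 3 were not analysed here.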

The transcript levels of *CaMET1*, *CaCMT2*, and *CaCMT3* was higher at S3 stage, whereas *CaDRM1* and *CaDRM2* exhibited higher transcripts levels at S5 stage in JGK 3 cultivar as compared to Himchana 1 (Supplementary Fig. 14). Majority of the genes encoding demethylases were expressed at high level at S5 stage in JGK 3 cultivar. However, these results did not explain differential methylation between JGK 3 and Himchana 1 (Supplementary Fig. 14).

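Of the 6 demethylase genes in Fig. 5a, 2 were at least 2-fold higher at S5 than at S3 in Himchana 1 and none at least 2-fold lower as deposited. Ca_17326 had 1.14 FPKM at S3 and 4.37 FPKM at S5, and Ca_17329 had 3.01 and 10.2 FPKM. Their log2(FPKM + 1) changes were 1.32 and 1.47, and relative to the overall shift of the same-sum scaling they were 1.43 and 1.47. Ca_17547 had the highest values of the set, with 35.5 FPKM at S3 and 37.5 FPKM at S5, and its small rise of 0.08 turned into a fall after that rescaling (-0.88) and after scaling by the upper quartile (-0.15), which relative to the shifts of these scalings is 0.00 and 0.07. Ca_20137 had 12.1 and 14.2 FPKM, a rise of 0.22 that became -0.68 after the rescaling, 0.20 above the shift. The values were lower at S5 for Ca_08414, with 5.14 and 2.57 FPKM. Its change was -0.78 as deposited and -0.51 relative to the shift. Ca_07031 was lower at S5 as well, with 0.535 and 0.226 FPKM. Its change was -0.32 as deposited but 0.45 relative to the shift. The + 1 of the scale keeps such low values from taking the full shift, so the positive value does not show a rise. Ca_20137 and Ca_08414 were each summed over 2 loci. Supplementary Dataset 10 lists only DMR-associated DEGs, and the copy used here is shortened at S3. Of the 6 genes it gives a log2 fold-change (JGK 3/Himchana 1) only for Ca_17547 at S3 (-1.02) and for Ca_17329 at S5 (-1.25). These 2 values do not describe the set, and the paper states that most demethylase genes had high expression at S5 in JGK 3. The paper states that the expression of these genes did not account for the differences in methylation between the cultivars.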

### DNA methylation in seed size/weight determination

To understand the role of DNA methylation in influencing expression of genes involved in seed size/weight determination, we identified DMR-associated DEGs between the cultivars. A total of 1254 and 487 genes at S3 and S5 stages, respectively, were identified as DMR-associated DEGs between the cultivars (Fig. 8a). Among them, genes with CG context differential (hyper/hypo) methylation within gene body were more abundant than those showing differential methylation in other sequence contexts (Fig. 8b–d). 

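The Himchana 1 side of these comparisons was examined for the genes listed in Supplementary Dataset 10. The copy used here is complete at S5, with 487 genes, and shortened at S3, where it holds 1215 of the 1254 genes of the paper, so the S3 genes were only described. At S5, the 196 genes with a finite fold-change and higher expression in JGK 3 had a median of 1.67 FPKM in Himchana 1 (interquartile range 0.604 to 4.74 FPKM), and the 242 genes with lower expression in JGK 3 had a median of 9.31 FPKM (2.28 to 39.8 FPKM). At S3, the 656 listed genes with higher expression in JGK 3 had a median of 2.93 FPKM in Himchana 1, and the 538 with lower expression a median of 19.2 FPKM. The paper gives an infinite fold-change for 15 genes at S3 and 34 genes at S5, and each of them was listed at 0 FPKM in Himchana 1 at that stage. The genes with a fold-change of minus infinity, 6 at S3 and 15 at S5, were all above 0 FPKM in Himchana 1, with a median of 1.87 FPKM at S3 and 0.317 FPKM at S5. The expression in Himchana 1 enters the fold-change by which these genes were sorted. This favours lower values for genes higher in JGK 3, so the difference between the lists is no independent result. The zeros and the values above 0 for infinite fold-changes follow from the ratio and only check that the values match.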

We did not observe consistent pattern between the direction of differential methylation in different sequence contexts located in different genic regions and differential gene expression at both the stages of seed development (Fig. 8b–d; Supplementary Dataset 10). Next, we investigated influence of TEs on differential expression of their associated and proximal genes. A higher frequency of intragenic TEs in DMR-associated DEGs as compared to DEGs not associated with DMRs was observed in all the sequence contexts at both the stages (Supplementary Fig. 15).

**Fig. 8:**
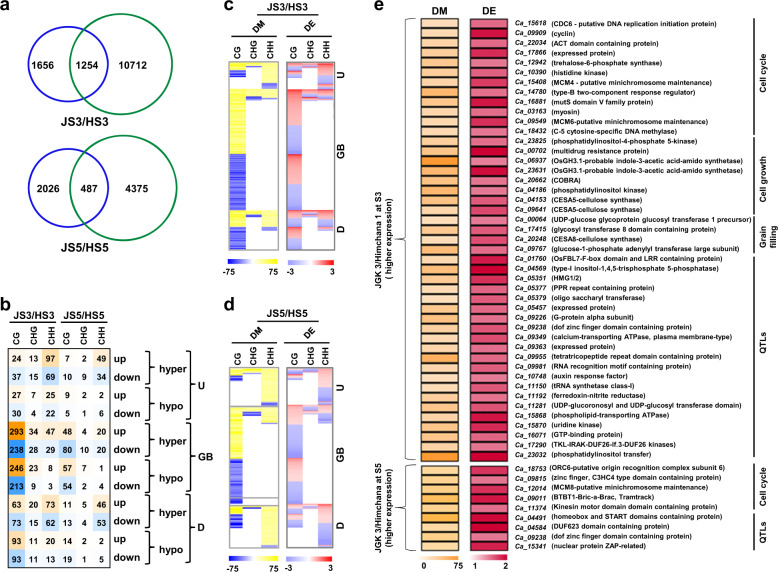
Differential methylation and differential gene expression between JGK 3 and Himchana 1 chickpea cultivars. **a** Number of DMR-associated (blue circle) and differentially expressed genes (green circle) between Himchana 1 and JGK 3 at S3 and S5 stages of seed development are given in Venn diagrams. **b** Number of differentially (hyper/hypo) methylated and differentially (up/down) expressed genes in different sequence contexts and genic regions between Himchana 1 and JGK 3 at S3 and S5 stages of seed development are shown. Intensity of mustard and blue colors indicate number of DMR-associated upregulated and downregulated genes, respectively. **c**, **d** Differential methylation (DM) and differential expression (DE) of the genes between JGK 3 and Himchana 1 at S3 (**c**) and S5 (**d**) stages of seed development given in **b** are shown via heatmaps. Scales at the bottom represent percentage of methylation level difference and differential expression in log_2_ fold-change. **e** Heatmap showing hypermethylation in CG context within gene body in JGK 3 (as compared to Himchana 1) associated with higher expression at S3 and/or S5 stages of seed development for sets of genes involved in cell cycle, cell growth, grain filling processes and genes located within known QTLs-associated with seed size/weight in chickpea. Scales at the bottom represent percentage of methylation level difference and differential expression in log_2_ fold-change. U upstream, GB gene body, D downstream.

Further, we analyzed trend between direction of differential methylation and differential expression for the sets of genes involved in cell cycle, cell growth and grain filling processes, and genes located within known quantitative trait loci (QTLs) associated with seed size/weight in chickpea^42–47^ (Supplementary Fig. 16; Supplementary Dataset 11). A higher fraction of DMR-associated DEGs was identified at S3 stage as compared to S5 stage for all the four sets (Supplementary Fig. 16a). However, no clear pattern between the direction of differential methylation and differential gene expression was detected for any of these sets of genes (Supplementary Fig. 16). In addition, higher frequency of TEs detected in the DMR-associated DEGs in comparison with DEGs not associated with DMRs for the four sets of genes was not found to be significant (Supplementary Fig. 17). These results indicate a limited role of TEs in mediating differential methylation and differential expression of these sets of genes that determine seed size/weight.

Increasing evidences suggest that CG context hypermethylation within gene body results in higher gene expression levels^36,37^. We also observed differential methylation in CG context within gene body mostly represented among the DMR-associated DEGs at both the stages of seed development. 

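From Supplementary Datasets 10 and 11, the genes of the cell cycle, cell growth, grain filling and QTL sets that combine a CG gain within gene body with higher transcript levels in JGK 3 were taken, 45 at S3 and 9 at S5. The 45 genes had a median of 3.20 FPKM in Himchana 1 at S3, and 7 of them were below 1 FPKM. Their median FPKM at S5 was 3.56, whereas the median of their log2(FPKM + 1) changes from S3 to S5 was -0.49, with 3 genes at least 2-fold higher and 7 at least 2-fold lower at S5. As a description of these libraries, this median was at percentile 1.04 of 10000 random lists of 45 genes matched on mean expression over S3 and S5. After rescaling each stage to the same sum, the median was -0.99 and its percentile 3.82. The Himchana 1 library at S3 also enters the cultivar comparison by which these genes were chosen. This choice favours low values at S3 and so a rise from S3 to S5, the opposite of the median fall.

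**Figure D2:**
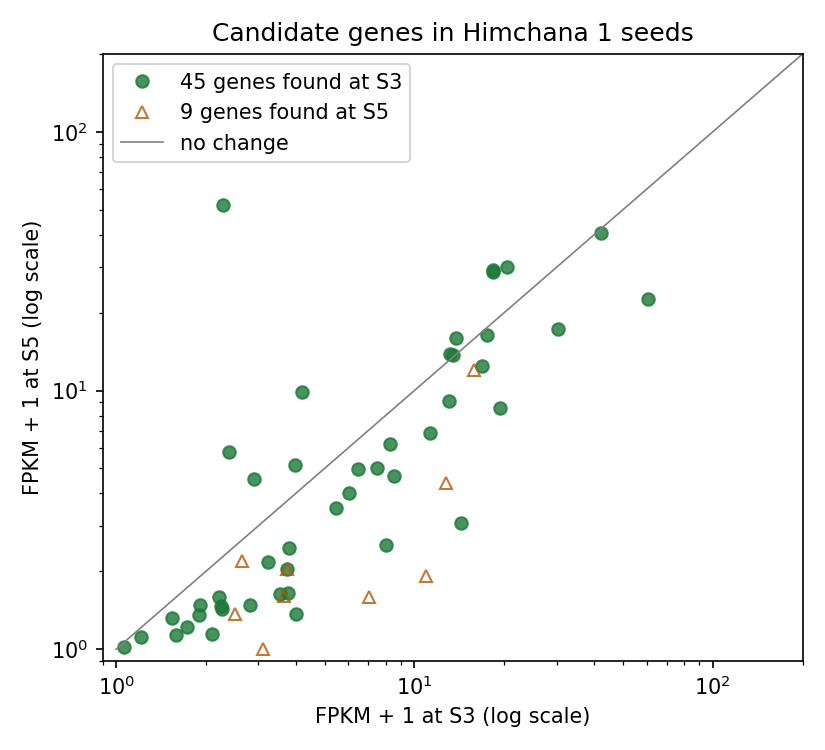
FPKM + 1 of the candidate genes in Himchana 1 seeds at S3 (x axis) and S5 (y axis), both on log axes, each point being 1 gene. Filled circles are the 45 genes found at S3, open triangles the 9 genes found at S5, and the line marks equal values. The circle far above the line is the GH3 gene Ca_06937. Of the circles, 3 lie at least 2-fold above the line and 7 at least 2-fold below it.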

In total, 53 genes involved in cell cycle, cell growth, grain filling and genes located within known QTLs-associated with seed size/weight, showed hypermethylation in CG context within gene body and higher expression in JGK 3 cultivar at S3 and/or S5 seed development stages (Fig. 8e; Supplementary Fig. 18). Among them, 12, 8, 4, and 21 genes involved in cell cycle, cell growth, grain filling and QTL associated genes, respectively, were represented at S3 stage (Fig. 8e). Similarly, 5 and 4 genes involved in cell cycle and genes associated with QTLs, respectively, were represented at S5 stage (Fig. 8e). 

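In Himchana 1 at S3 stage, the 12 cell cycle genes had a median of 2.07 FPKM, the 8 cell growth genes 7.16 FPKM, the 4 grain filling genes 16.2 FPKM and the 21 QTL-associated genes 2.80 FPKM. The grain filling genes lay within the narrow range of 12.4 to 17.3 FPKM. The median log2(FPKM + 1) change from S3 to S5 was -0.53 for the cell cycle genes, -0.53 for the cell growth genes, -0.03 for the grain filling genes and -0.52 for the QTL-associated genes. In the same order, their median FPKM at S5 was 3.29, 5.53, 14.1 and 1.04, so that of the cell cycle genes was higher than at S3. Of the cell cycle genes, 2 were at least 2-fold higher at S5 and 0 at least 2-fold lower. Of the QTL-associated genes, 0 were higher and 5 lower by this measure.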

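The 9 genes found at S5 had a median of 0.911 FPKM in Himchana 1 at S5, and 5 of them were below 1 FPKM. At S3 their median was 2.73 FPKM, and the median log2(FPKM + 1) change from S3 to S5 was -1.19, at percentile 0.610 of the matched random lists. One QTL-associated gene, Ca_04584, was listed at 0 FPKM at S5, for which the paper gives an infinite fold-change, and had 2.10 FPKM at S3. The 5 cell cycle genes had a median of 0.610 FPKM at S5. The Himchana 1 library at S5 entered the choice of these genes as well, which favours a fall from S3 to S5. From earlier reports that CG context hypermethylation within gene body may raise expression, and from the higher expression of these hypermethylated genes in JGK 3, the paper proposes them as candidates for seed size/weight determination.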

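The dof zinc finger gene Ca_09238 had 2.73 FPKM at S3 and 1.04 FPKM at S5 in Himchana 1, a log2(FPKM + 1) change of -0.87. The paper's reported log2 fold-changes (JGK 3/Himchana 1) for this gene are 1.34 at S3 and 1.07 at S5.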

One QTL-associated gene (*Ca_09238*) was common at both S3 and S5 stages.

Among the genes showing hypermethylation in CG context within gene body and higher expression at S3 and/or S5 stages of seed development in JGK 3, five genes encoded transcription factors, including type-B response regulator (ARR-B, *Ca_14780*), auxin response factor (ARF, *Ca_10748*), dof zinc finger domain protein (*Ca_09238*), C3HC4-type zinc finger protein (*Ca_09815*) and homeobox domain protein (HB, *Ca_04491*) (Fig. 8e; Supplementary Fig. 18). These transcription factors may be involved in seed development and seed size/weight determination, as they can further regulate their target genes. In addition, genes involved in cell cycle regulation, including cell division cyclase 6 (CDC6, *Ca_15618*) and minichromosomes (*Ca_09549*, *Ca_15408*, and *Ca_12014*) were represented. 

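At S3 stage in Himchana 1, the ARR-B gene Ca_14780 had 1.40 FPKM and the ARF gene Ca_10748 had 29.3 FPKM. At S5, Ca_14780 rose to 4.78 FPKM, whereas Ca_10748 was lower at 16.2 FPKM. The C3HC4-type zinc finger gene Ca_09815 had 11.7 FPKM at S3 and 3.37 FPKM at S5, and the homeobox gene Ca_04491 had 9.91 and 0.911 FPKM, both genes being among those found at S5, with log2(FPKM + 1) changes of -1.54 and -2.51. The paper's reported log2 fold-changes (JGK 3/Himchana 1) are 1.13 for Ca_14780 and 1.03 for Ca_10748 at S3, and 1.09 for Ca_09815 and 1.93 for Ca_04491 at S5.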

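The CDC6 gene Ca_15618 had 1.22 FPKM at S3 and 0.587 FPKM at S5 in Himchana 1. The minichromosome genes Ca_09549 and Ca_15408, chosen at S3, had 6.48 and 5.02 FPKM at S3 and 3.99 and 3.02 FPKM at S5. Ca_12014, chosen at S5, had 1.64 FPKM at S3 and 1.20 FPKM at S5. None of these 4 genes changed 2-fold between S3 and S5 on the log2(FPKM + 1) scale as deposited. The paper's reported log2 fold-changes (JGK 3/Himchana 1) at S3 are 1.18 for Ca_15618, 1.62 for Ca_09549 and 1.52 for Ca_15408, and 1.63 at S5 for Ca_12014.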

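The GH3 genes Ca_06937 and Ca_23631 changed in opposite directions in Himchana 1. Ca_06937 rose from 1.28 FPKM at S3 to 51.0 FPKM at S5, a log2(FPKM + 1) change of 4.51, and Ca_23631 went from 7.05 FPKM to 1.53 FPKM, a change of -1.67. For Ca_06937 the paper's reported log2 fold-change (JGK 3/Himchana 1) is 1.01 at S3 and -1.43 at S5, and for Ca_23631 it is 1.90 at S3.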

Two genes (*Ca_06937* and *Ca_23631*) representing members of early auxin-responsive GH3 gene family showed hypermethylation and higher expression in JGK 3, suggesting important role of auxin signaling in determining seed size/weight via DNA methylation. 

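The 24 QTL-associated genes found at S3 or S5 had a median of 2.90 FPKM at S3 and 0.975 FPKM at S5 in Himchana 1. Of these genes, 21 were lower at S5 than at S3, 7 of them at least 2-fold, and none was at least 2-fold higher. The RNA recognition motif gene Ca_09981 had 2.80 FPKM at S3 and 1.45 FPKM at S5. The F-box gene Ca_01760, summed over the 2 loci that carry its identifier, had 59.5 FPKM at S3 and 21.7 FPKM at S5. The paper's reported log2 fold-changes (JGK 3/Himchana 1) at S3 are 1.27 for Ca_09981 and 1.80 for Ca_01760.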

At least 24 genes, including those encoding for dof zinc finger transcription factor (*Ca_09238*), ARF (*Ca_10748*), RNA recognition motif containing protein (*Ca_09981*) and F-box protein (*Ca_01760*) located within known QTLs associated with seed size/weight, exhibited hypermethylation in CG context within gene body and higher expression at S3 and/or S5 stages in JGK 3 (Fig. 8e).

## Discussion

Here, we sought to understand the role of DNA methylation during seed development and seed size/weight determination in chickpea via bisulphite sequencing. A progressive gain of DNA methylation in CHH context was observed during successive stages of seed development. Concomitantly, increased methylation during seed development was majorly found in TEs. Previous reports have demonstrated that TEs are silenced via methylation in CHH context in gametes and embryo^17,21–24^. In addition, progressive gain of methylation in TEs throughout seed development in Arabidopsis and soybean have also been reported^25,26^. These reports along with our results suggest that TE methylation during seed development is common phenomenon in plants.

Previous studies have shown that global demethylation in CG context due to loss of MET1 function result in abnormal embryo development in Arabidopsis and severe necrotic lesions in rice seedlings^28,29^. However, global demethylation in CHG and CHH contexts did not exhibit abnormalities in the plants^26^. These results suggested that DNA methylation in CG context may play crucial role during seed development. However, no correlation between differential methylation in any sequence context and differential gene expression during seed development was observed in Arabidopsis and soybean^25,26^. We also did not observe consistent pattern of relationship between direction of differential methylation in different sequence contexts and differential gene expression during seed development in chickpea. However, differential methylation in the sets of genes involved in cell cycle, differentiation and desiccation in specific sequence context(s), and/or genic region(s) was found to be correlated with differential gene expression during successive stages of seed development. This suggested that DNA methylation in specific set of genes can play a role during seed development.

Previous studies showed that both 21-nt and 24-nt small RNAs guide methylation of TEs in gametes and embryo^17,21–24^. We found higher density of both 21-nt and 24-nt small RNAs in CHH context hypermethylated TEs, suggesting role of small RNAs in TE methylation during seed development. However, 24-nt small RNAs seem to play a major role in TE repression due to their higher frequency. Higher methylation level in CHH context along with its progressive gain in TEs associated with small RNAs during successive stages suggested role of RdDM-dependent pathway in seed development. However, the role of RdDM-independent pathway can also not be ruled out due to progressive gain of methylation in the TEs not associated with small RNAs too, which is in accordance with a previous study^19^. It will be interesting to study that which cell type(s)/tissue(s) reinforce methylation in TEs during seed development. Although, endosperm is completely resorbed before reaching S5 stage in chickpea, possibility of TE methylation at the later stages of seed development via small RNAs originated from endosperm during embryogenesis and storing them for later use cannot be ruled out completely.

Previous studies have shown that imprinted genes are regulated via differential methylation within TEs located proximal to protein-coding genes in allele-specific manner^48,49^. Our results showed that frequency of intragenic TEs was much higher than frequency of TEs located in proximal regions in DMR-associated DEGs between successive stages of seed development. This suggest that intragenic TEs can influence expression of their associated genes to a larger extent. A previous study also suggested possible role of intragenic TEs in regulating expression of their associated genes in Arabidopsis^50^.

The role of DNA methylation in seed size/weight determination is largely unknown. We compared DNA methylome profiles between JGK 3 (large-seeded) and Himchana 1 (small-seeded) chickpea cultivars at late-embryogenesis (S3) and mid-maturation (S5) stages of seed development, which were found to be most important in determining seed size/weight^3^. Differential methylation was mostly found in CG context between the two cultivars, which may be due to selection/diversification of DNA methylation marks mostly in CG context in cultivar-specific manner. A large fraction of DEGs were associated with DMRs in CG context within gene body. Increasing evidences showed that hypermethylation in CG context within gene body may increase gene expression levels^36,37^. Further, it has been demonstrated that intragenic DNA methylation can prevent spurious transcription initiation by RNA polymerase II^51^. These results suggest that CG context hypermethylation in gene body in JGK 3 cultivar may govern transcription of genes involved in seed size/weight determination. We revealed a total of 53 candidate genes involved in cell cycle/cell division, cell growth, grain filling processes, and/or genes located within known QTLs associated with seed size/weight showing hypermethylation and higher expression at S3 and/or S5 stages of seed development in JGK 3. Genes involved in cell cycle/division, carbohydrate metabolism, transcription factors and signal transduction pathways were found to be hypermethylated in CG context within gene body and expressed at higher levels in JGK 3. Our data suggest that a few transcription factors and genes encoding signal transduction components may be governed by DNA methylation. Moreover, genes involved in cycle/division and starch biosynthesis may further be regulated by transcription factors and/or signaling component(s) in association with DNA methylation. In addition, identification of differentially methylated and differentially expressed genes located within known QTLs highlighted regulation of seed size/weight determination in chickpea cultivar(s) by both genetic and epigenetic mechanisms to certain extent.

In conclusion, we revealed DNA methylation dynamics during seed development in a large-seeded chickpea cultivar and compared with a small-seeded cultivar. Small RNA-mediated DNA methylation in TEs was found to be associated with seed development. The plausible role of DNA methylation in intragenic TEs associated with differential gene expression during seed development has been unraveled. Substantial difference in CG context DNA methylation between small and large-seeded chickpea cultivars was detected. Hypermethylation in CG context within gene body was found to be associated with higher expression of candidate genes involved in seed size/weight determination in the large-seeded cultivar. Overall, we provide insights into DNA methylation mediated regulation of seed development and revealed candidate genes that may be involved in seed size/weight determination in chickpea.

## Methods

### Plant material and genomic DNA isolation

Seeds undergoing five landmark stages of development, including early-embryogenesis (S1), mid-embryogenesis (S2), late-embryogenesis (S3), mid-maturation (S5), and late-maturation (S7), of a large-seeded cultivar (JGK 3) of chickpea were collected from the field-grown plants as described previously^3^. Similarly, seeds representing S3 and S5 stages were collected from a small-seeded chickpea cultivar (Himchana 1). At least 30–40 seeds for S1, S2, and S3 stages, and 18–20 seeds for S5 and S7 stages were collected for each biological replicate. The seeds were briefly frozen in liquid nitrogen and stored at −80 °C for later use. The seed samples for transcriptome analysis in previous study^3^ and seed samples used in this study were collected together at the same time. The quantity and integrity of the genomic DNA extracted using DNeasy kit (Qiagen, GmbH, Hilden, Germany) were verified using Qubit Fluorimeter (Life Technologies) and agarose gel electrophoresis, respectively.

### Whole genome bisulphite sequencing

Sample preparation and bisulphite sequencing were carried out as described previously^35,52^. Genomic DNA from each tissue sample was fragmented to a mean size of 200–300 bp via sonication (Covaris, Massachusetts, USA). TrueSeq-methylated adapters were ligated to the ends of fragmented DNA and treated with sodium bisulphite as per manufacturer’s recommendations (DNA Methylation-Gold^TM^ kit, Zymo Research Corporation, CA, USA). Sequencing was performed using Illumina HiSeq platform in paired-end mode to generate 100-nt long reads with >30× sequencing depth of chickpea genome for each sample. At least two biological replicates were sequenced for each stage of seed development analyzed in both the cultivars (Illumina, San Diego, USA).

### Read alignment and identification of methylcytosines

The raw reads were processed to remove reads with adapter sequences and low-quality reads using NGSQC Toolkit (v2.3)^53^ using default parameters. The high-quality filtered reads were mapped to kabuli chickpea genome (v1)^54^ using Bismark (v0.14.3)^55^ with default parameters and only the reads mapped at unique position were retained. All high-quality reads were aligned to the chloroplast genome (naturally unmethylated) of chickpea too to estimate the efficiency of bisulphite conversion and error-rate. The non-conversion of chloroplast genome Cs to Ts was considered as a measure of error rate. We calculated *p*-value for each cytosine covered by sequencing in the chickpea genome using binomial test, and criteria of *p*-value ≤0.0001 and sequencing depth of ≥5 reads were used for identification of true *methylcytosines* as described in previous studies^35,52^. Methylation level at each *methylcytosine* site was determined by percentage of reads giving methylation call (C) to all the reads aligned (C and T) at the same site^35,52^. Methylation level in genes/TEs and 2 kb flanking regions was determined using perl scripts. Each gene/TE body and its flanking regions were partitioned into ten bins of equal size and average methylation level in each bin was determined by normalizing to the number of cytosines present in the respective bin. The TEs harboring at least one *methylcytosine* per 100 bp were considered as methylated TEs and the TEs that do not contain *methylcytosines* were considered as nonmethylated.

### Gene sets and TEs

A total of 28,269 genes and 180,535 TEs predicted in the chickpea genome^54^ were used for different analyses unless otherwise mentioned. Gene body refers to the genomic sequence from start to stop coordinates of each gene given in the gff file. The 2 kb flanking sequences from *transcription start site* and *transcription termination site* of each gene represented the upstream and downstream regions, respectively. TE body included genomic sequence from start to stop coordinates of each TE. The sets of genes involved in different biological processes, including cell cycle, differentiation, cell growth, grain filling and desiccation, were identified based on their GO term assignment. The genes encoding methyltransferases and demethylases were identified in kabuli chickpea based on the previous study^39^ and gene annotation search, respectively. Class I (LTRs and LINEs) and class II (DNA transposons) TEs were designated based on their available annotation^54^. QTL-associated genes were identified based on the previous studies^42–47^ as described earlier^3^.

### Identification of DMRs and DMR-associated genes/TEs

DMRs between successive stages of seed development in JGK 3 and between the two cultivars (JGK 3/Himchana 1) at S3 and S5 stages of seed development were identified using 100 bp window size and step size of 50 bp in the chickpea genome based on sliding window approach using methylkit package (v0.2.5) in R. The bins with at least three cytosines and covered with sequencing depth of ≥5 reads that showed ≥25% methylation level difference with ≤0.01 *q*-value (corrected *p*-value using Sliding Linear Model), were considered as differentially methylated bins as described previously^35,52^. Consecutive differentially methylated bins located within 50 bp were merged to identify DMRs in their respective sequence contexts. The DMRs showing at least 25% methylation level difference with ≤0.01 *q*-value during transition to successive stages of seed development and/or between the two cultivars at any stage(s), were used for drawing the kernel density plots. The genes with overlapping DMRs (determined based on their genomic co-ordinates using Bedtools) within 2 kb flanking or body regions were identified as DMR-associated (hypomethylated or hypermethylated) genes for each comparison. If a DMR was located across upstream region and gene body or gene body and downstream region, it was considered in both categories. Likewise, frequency of TEs per gene was determined based on their overlap with different genic regions. The difference in frequency of TEs between different sets of genes or genomic regions with *p*-value ≤0.05 (determined using Wilcoxon signed rank test) was considered to be statistically significant. The comparative distribution of *methylcytosines* in different sequence contexts, DMRs and expression profile between the two stages of seed development in JGK 3 or between JGK 3 and Himchana 1 along with gene and/or TE annotation, in example set of genes was visualized via Integrative Genomics Viewer (IGV, v2.4.14).

### Gene ontology enrichment analysis

Enrichment of GO (biological process) terms was carried out using BiNGO tool at Cytoscape (v3.7). Genes associated with hyper and/or hypomethylated DMRs during successive stage transitions in JGK 3, and between Himchana 1 and JGK 3 at S3 and S5 stages of seed development, were analyzed. A cut-off of ≤0.05 *p*-value significance was used to identify enriched GO terms.

### Integration of DNA methylation and gene expression analysis

RNA-seq data representing the same stages of seed development (S1, S2, S3, S5, and S7 in JGK 3, and S3 and S5 in Himchana 1) in chickpea cultivars from our previous study^3^ were used for integration with DNA methylation. At all the stages, genes were categorized into 10 sets (deciles) based on their FPKM expression values, wherein 1st and 10th deciles represented the sets of non-expressed genes and genes expressed at highest levels, respectively. Methylation level within genes/TEs and 2 kb flanking regions from *transcription start site* (upstream) and *transcription termination site* (downstream) were estimated for these sets of genes. Differential gene expression analysis between successive stages of seed development (S1/S2, S2/S3, S3/S5, and S5/S7) within JGK3, and between JGK 3 and Himchana 1 at S3 and S5 stages was performed using Cuffdiff (v2.0.2) as described previously^3^. The genes showing at least two-fold change with *q*-value ≤0.05 were defined as differentially expressed genes. The direction of differential methylation (hypo/hyper) in different sequence contexts and genic regions of DMR-associated genes, and their differential expression (up/down) between successive stages within JGK 3 cultivar, and between JGK 3 and Himchana 1 cultivars, was analyzed.

### Small RNA sequencing and data analysis

Total RNA was isolated from seeds at S1, S2, S3, S5, and S7 stages in JGK 3 using TRI reagent as described in our previous study^3^. The quantity and quality of the RNA were verified using Bioanalyzer (Agilent technologies, CA, USA). High-quality RNA was used to prepare small RNA sequencing library as per manufacturer’s recommendations (Illumina technologies). Each sample was sequenced in single-end sequencing mode to obtain 50-nt long reads. Raw data files were processed to remove adapter sequences using Cutadapt^56^. High-quality reads representing exactly the same sequences were collapsed into unique read(s). The unique reads were mapped on chickpea genome using Bowtie (v1.1.2) with no mismatch allowed. The reads mapped to non-coding sequences, structural RNAs (rRNA, tRNAs and snoRNAs) and chickpea chloroplast genome were removed as described in a previous study^57^. The remaining 21-nt and 24-nt long reads representing small RNAs were selected for further analysis. Density of small RNAs was determined based on overlap of their middle base with TEs and/or their 2 kb flanking regions. Each TE and its flanking regions were partitioned into ten bins of equal size and small RNA density in each bin (per 100 bp) was analyzed. The difference in small RNA density between different sets of TEs with *p*-value ≤0.05 (determined using Fisher’s exact test) was considered to be statistically significant.

### Statistics and reproducibity

The details about experimental design and statistics used in different data analyses performed in this study are given in the respective sections of results and methods. For bisulphite sequencing, we used at least two independent biological replicates of different seed development stages of JGK 3 and Himchana 1. For each cytosine of the genome covered by bisulphite sequencing, *p*-value of methylation level was determined using binomial test in each sample. The statistical significance of differential methylation for each bin of the genome (100 bp) was determined by calculation of *p*-value using logistic regression test followed by *q*-value using Sliding Linear Model as implemented in Methylkit. Cuffdiff software was used to determine the significance (*p*-value by *t*-test followed by *q*-value by Banjamini-Hochberg method) of differential expression between the two stages. The assessment of enrichment of GO terms was done via hypergeometric test using BiNGO plugin of Cytoscape. The statistical significance of difference in frequency of TEs between different sets of genes/genomic regions was determined using Wilcoxon signed rank test. The statistical significance of difference in small RNA density was determined using Fisher’s exact test.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Supplementary Dataset 7

Supplementary Dataset 8

Supplementary Dataset 9

Supplementary Dataset 10

Supplementary Dataset 11

Reporting Summary

Description of Additional Supplementary Files

Peer Review File

## Data Availability

Bisulphite-sequencing data for large-seeded and small-seeded cultivars have been deposited at NCBI’s Gene Expression Omnibus (GEO) and is accessible via series accession numbers GSE131665 and GSE131669, respectively. Small RNA sequencing data have also been deposited at GEO and is accessible via series accession number GSE131424. RNA sequencing data used in this study is available via series accession numbers GSE79719 and GSE79720 at GEO.

How the deposited data were processed for this re-analysis (not part of the article)

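RNA sequencing of the small-seeded chickpea cultivar Himchana 1 was used, with whole seeds at 7 stages and leaves, 3 biological replicates each and 24 samples in all. The authors filtered the reads with NGS QC Toolkit, mapped them to the annotated chickpea genome (kabuli v1 where the paper describes the methylation reads) with TopHat and calculated FPKM with Cufflinks, and the values they deposited are FPKM with the 3 replicates of a stage merged into 1 value. How the replicates were merged and how the libraries were scaled to each other is not stated in the paper's text or in the labels read here. The 75th percentile of the deposited FPKM lay between 10.7 and 11.7 in the 8 libraries, while the sums over loci went from 723136 at S2 to 2515731 at S7. Since the values carry no replicates, no standard deviation, replicate test or p-value was computed, and the planned fits without each replicate and with the replicate as a block were not run. The share of a gene in the summed FPKM is not its share of the sequenced fragments.

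The depth of the libraries is unknown, because FPKM values do not hold counts and the ratios of loci below 0.08 FPKM between libraries showed no common step. Low values are therefore of unknown precision. An exact 0 can be a failed estimate, and such genes are only said to be listed at 0.

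Loci with 1 gene identifier were used for that gene, loci that join identifiers only for genes without a locus of their own, and loci without a gene identifier were left out of the gene values. There were 1168 genes with several loci of their own, which were summed, and 1200 loci repeated an identifier already listed. Gene names were taken from the paper only. A table of 29938 RefSeq genes of another assembly (Cicar.CDCFrontier_v2.0) matched 0 of the 28269 gene identifiers, so no coordinates are given.

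Changes between stages were calculated as log2 of the ratio of FPKM + 1, which understates the change of genes with low values, and genes were counted at a 2-fold change. For gene lists, the median was placed among 10000 random lists of the same size drawn from genes in the same of 50 bins of mean expression, as a description of these libraries, and a list is said to stand apart outside percentiles 2.5 to 97.5. Lists of genes and fold-changes between cultivars or between stages of JGK 3 were read from Supplementary Datasets 3, 10 and 11 and are the paper's. The expression values of JGK 3, the methylation data and the small RNA data were not analysed here. The 53 candidate genes were derived from Supplementary Datasets 10 and 11 by the criteria of the paper (CG context, hypermethylated, gene body, higher in JGK 3, differentially expressed in 1 of the 4 sets), each gene counted in the first set that holds it, and this gave the numbers of the paper. Shares of genes have 95% Wilson intervals. Genes named are those the paper names, and the 2 genes with the largest rise and the 2 with the largest fall from S3 to S5 among genes with at least 1 FPKM at both stages. Other genes named in the closing observations were chosen after their values were seen.

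The alternatives set before the data were examined were pseudocounts of 0.1 and 0.01, a minimum of 1 or 0.1 FPKM, values rescaled to the same sum in each stage (as TPM), scaling by the median ratio or by the upper quartile, other matching of the random lists and other pairs of stages. Use of only the 23567 genes with 1 locus of their own and no shared locus, lists without infinite fold-changes and the QTL-associated genes alone were added after seeing the data. The counting of changed genes and the random lists were tested on simulated data made from the S3 values of 28269 genes. All 200 genes at 10 FPKM or more changed 4-fold were recovered, and 4 of 28069 unchanged genes were called. The simulated noise was small and was set, not estimated from these libraries. The simulation therefore checks the counting only and says nothing on the error of the real values or on changes of genes with low values. Of 100 lists of 50 genes, drawn at random from the 9939 genes at 10 FPKM or more, 7 fell outside the central 95%. The 200 changed genes were not left out of these draws. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.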

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

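The tests of Ca_28211 were chosen only after its values had been seen.

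Ca_28211, a gene the paper does not discuss, was listed at 663915 FPKM at S5 in Himchana 1. It was listed at 13013 FPKM in leaf, 15936 at S1, 8156 at S2, 141277 at S3, 15887 at S4, 188664 at S6 and 108888 at S7. Its values at S3 and S5 thus stand above those at S4 between them. One explanation is RNA of one origin left in the libraries in varying amounts, which would bring many genes with the same profile. A total of 10 genes followed the profile of Ca_28211 over the 8 libraries (Pearson r of at least 0.95 across libraries on the log2 scale), against a median of 183 and a central 95% of 1.48 to 891 for 300 random genes with at least as wide a range. The number lies within this spread, so it does not decide for or against such a source. Another explanation is that such high values lower those of all other genes. The median log2 change from S3 to S5 was -0.0044 over the 12212 genes with at least 1 FPKM in every library, but the 75th percentile was nearly equal in all libraries, so a scaling by the authors may have removed such a shift, and its absence and its removal cannot be told apart. Stage of seed development stays open as a biological explanation and was not tested, since the libraries have no replicates here. Neither its sequence nor its annotation was used here.

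Loci without a gene identifier were outside the genes the paper analysed. At S5, 535 of them had at least 10 FPKM, and the highest reached 17588 FPKM. The number was 532 at S3 and in leaf. Of the 535 loci, 127 were below 1 FPKM in leaf. Together such loci held 4.71% of the summed FPKM at S5. Without sequences or coordinates no technical or biological explanation was tested.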

How the results depend on the processing

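No paired analysis was possible because the deposited values hold 1 merged value per stage and no replicate columns. The planned fits without each replicate and with the replicate number as a block were not run for this reason.

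The numbers of genes changed at least 2-fold from S3 to S5, 2191 higher and 2534 lower, depended on the pseudocount and on the scaling. With a pseudocount of 0.1, 4218 genes were lower and 3026 higher, and with 0.01, 5360 were lower and 3368 higher, as genes with low values then pass the threshold. After rescaling each stage to the same sum, 886 were higher and 7595 lower, so that higher genes made up 10.4% of the changed genes against 46.4% as deposited. This follows from the sums, whose log2 ratio between S5 and S3 is 1.00. With the upper quartile of genes above 0, 1806 were higher and 3453 lower (34.3% higher), and the median change of genes with at least 1 FPKM in every library was -0.22. With the median ratio the counts were 2215 and 2596.

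For the expression deciles, leaving out genes at 0 moved the median of the sixth decile from 5.31 to 10.6 FPKM at S3 and from 4.63 to 11.9 FPKM at S5, because fewer genes are ranked. Rescaling to the same sum moved the medians at S5 to 2.13 for the sixth and 63.1 for the tenth decile.

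Among the 12 methyltransferase and demethylase genes, 2 were at least 2-fold higher and 1 at least 2-fold lower at S5. With a pseudocount of 0.1, or with the upper quartile, 2 were lower. After rescaling to the same sum, 0 were higher and 5 lower, and the direction reversed for CaDRM2 (Ca_03062, -0.40), Ca_17547 (-0.88) and Ca_20137 (-0.68). With the upper quartile it reversed for Ca_17547 (-0.15). These scalings move all genes, with a median change of -0.88 and -0.22 for the genes with at least 1 FPKM in every library. Relative to that shift the 4 reversed values were 0.48 for CaDRM2, 0.00 for Ca_17547 and 0.20 for Ca_20137 under the same sum, and 0.07 for Ca_17547 under the upper quartile, so none lay below it. Relative to the shift under the same sum, 2 of the 12 genes were at least 2-fold higher and 0 at least 2-fold lower. The pseudocount keeps genes with low values from taking the full shift. Before subtracting the shift, of the other values of these 12 genes, 6 went past the 2-fold threshold and 2 (Ca_17326 and Ca_17329 after rescaling) no longer reached it, and 7 other decile medians moved.

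The median change of the 45 candidate genes found at S3 was below the central 95% of random lists under the other alternatives run, but not after rescaling to the same sum (-0.99, percentile 3.82). The cause was not tested. The median of the 9 genes found at S5 stayed below that range under each alternative run. The number of genes with at least 1 FPKM in leaf and in no seed stage was 426, and at 0.1 FPKM it was 213.

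The shares of stage changes in the same direction as in JGK 3 stayed within their intervals under the alternatives run for them. The positions of the S5 and S3 lists among random lists between neighbouring stages stayed outside the central 95% with a pseudocount of 0.1, with the median ratio and in the alternatives added after seeing the data. The median of the genes lower in JGK 3 at S5 changed sign with the median ratio, from -0.01 to 0.06. Rescaling to the same sum was not run for these lists. The stage before over the compared stage uses the library on which the lists were chosen and says nothing on stability. For the S5 lists, unmatched random lists had medians of 0 throughout their central 95% and say nothing on stability. The minimum of 0.1 FPKM for the genes with an infinite fold-change could not change their numbers, as all of them were at 0. With unknown depth and no replicates, values below about 1 FPKM and the genes listed at 0 are the least certain.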

Other observations

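The tests on genes listed at 0, on the candidate genes at S3, on genes with neighbouring identifiers and on swapped stages were chosen after the results were seen. The tests on the S5 list and on the direction of stage changes were written before.

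In a set of genes with at least 10 FPKM at the stages before and after, 47 values at the stage between were listed at exactly 0, 16 of them at S3 and 18 at S5, in 40 genes. Values above 0 and below 0.1 FPKM occurred 3 times, so 94.0% of the values below 0.1 were exactly 0. This is consistent with estimates that failed and were listed as 0. Of the 47 values, 28 (59.6%) had another such gene within 10 identifier numbers at the same stage, against a median of 0 in 1000 random draws, with 4 at the upper end of their central 95%. Genes of 1 shared locus have identical values and are at 0 together by construction. With such genes counted once, 22 of 43 values (51.2%) had a neighbour, against a median of 0 and an upper end of 2 in the random draws. Identifiers follow the order of loci to a large extent, as 80.9% of the 1661 loci that join identifiers join consecutive ones. All 14 genes from Ca_09956 to Ca_09969, chosen after their values were seen, were listed at 0 at both S3 and S5, and only 1 of them, Ca_09966, which was at 0 in every library, was at 0 at S2, S4 and S6. Ca_09965, for example, had 105 FPKM at S2, 118 at S4 and 1304 at S6. A failure of whole loci in both libraries may explain this, and a loss of expression of this stretch at these stages stays open. None of the genes with an infinite fold-change in the copy of Supplementary Dataset 10 used here, which holds 1215 of the 1254 genes at S3, is among the genes at 0 between high values.

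Between S4 and S6 of Himchana 1, the 230 genes that the paper lists as higher in JGK 3 at S5 had a median log2(FPKM + 1) ratio of S4 over S6 of 1.02, at percentile 100 of 10000 matched random lists. The 257 genes lower in JGK 3 had a median of -0.01, at percentile 0.13. Neither stage enters the cultivar comparison. The hypothesis that JGK 3 seeds at S5 were developmentally earlier than Himchana 1 seeds at S5 predicts these positions, and both fit it. For the genes lower in JGK 3, the fit is only relative to random lists, whose median was 0.16. Their own median showed almost no change between S4 and S6, and with the median ratio it was 0.06. Rescaling to the same sum was not run for these lists. Without the genes with infinite fold-changes the percentiles were 100 and 0.47, so the genes listed at 0 in Himchana 1 at S5 with an infinite fold-change do not account for them. Genes listed at 0 at S4 or S6 were not left out. For the 45 candidate genes found at S3, the median ratio of S2 over S4 was 0.94, at percentile 100. The choice of cell cycle, growth and filling genes is unlikely to be the whole cause, as the 21 QTL-associated genes alone had a median of 0.73 at percentile 99.95. A difference in stage is a hypothesis, and other differences between the cultivars could also produce these positions. The paper cites a longer period of cell division at S3 and more endoreduplication at S5 as proposed determinants of seed size/weight. These were not told apart from a difference in stage, and seeds of JGK 3 were not analysed here.

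The direction of the paper's stage changes in JGK 3 was compared with Himchana 1 for the genes of Supplementary Dataset 3. The share of genes changing in the same direction was 90.3% for S1/S2 (95% Wilson interval 86.9 to 92.9%), 79.4% for S2/S3 (74.6 to 83.5%), 86.5% for S3/S5 (84.0 to 88.6%) and 94.2% for S5/S7 (92.7 to 95.3%). Spearman's rho across genes, which are not independent replicates, was 0.63, 0.66, 0.73 and 0.84. The lowest share, 79.4%, does not decide by itself whether a stage was mislabelled, since 19 of 20 swaps of stages still gave shares above 50%. Over the 4 transitions together the share was 89.7% (95% Wilson interval 88.5 to 90.7%). When the values of a pair of seed stages were swapped with each other, 11 of 20 swaps gave a share below the lowest of the transitions without a swap, from 45.1% for S5 with S7 to 77.6% for S1 with S2, which argues against these swaps. This limit was chosen after the shares were seen, because the interval treats genes as independent. The other 9 swaps had shares from 81.2% for S1 with S3 to 90.1% for S6 with S7. Among them, a swap of S2 with S3 would reverse the S2/S3 transition, so its share of 79.4% argues against this swap. The rest stay open by this limit, which sets shares over 4 transitions against that of 1 transition. Compared with the 89.7% without a swap, 19 of 20 swaps gave a lower share, and only 1 reached its lower limit of 88.5%. A swap of S4 with S6 and the leaf library were not tested, since these enter none of the transitions. The genes were chosen as changed in JGK 3.

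For the methyltransferase and demethylase genes over all seed stages of Himchana 1, 4 of the 6 methyltransferases were highest at S1, with CaCMT3 (Ca_23587) at 31.7 FPKM, CaCMT1 (Ca_20580) at 19.3, CaCMT2 (Ca_17866) at 17.7 and CaMET1 (Ca_18432) at 7.52 FPKM. As deposited, CaDRM2 (Ca_03062) was highest at S5 with 21.4 FPKM and CaDRM1 (Ca_12577) at S4 with 14.5 FPKM. Of the 6 demethylases, 3 were highest at S5 (Ca_17547, Ca_17326 and Ca_17329), 2 at S7 (Ca_20137 and Ca_08414) and 1 at S4 (Ca_07031) as deposited, and Ca_17547 differed little between S3, S4 and S5 (35.5, 35.7 and 37.5 FPKM). After rescaling each stage to the same sum, the highest stage became S2 for CaDRM2 and Ca_08414 and S4 for Ca_17547 and Ca_20137. With the upper quartile it became S1 for CaDRM2, S4 for Ca_17547 and S3 for Ca_08414. The other 8 genes had the same highest stage under these scalings, and all 12 under the median ratio. The paper's statement on the stage of highest expression concerns JGK 3.

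In leaf, which the paper does not use, 16203 genes had at least 1 FPKM. There were 3302 genes with at least 1 FPKM in a seed stage and not in leaf, 354 of them in every seed stage, and 426 genes in leaf only.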
